# Bone Marrow Mesenchymal Stem Cells Ameliorate Cisplatin-Induced Renal Fibrosis *via* miR-146a-5p/Tfdp2 Axis in Renal Tubular Epithelial Cells

**DOI:** 10.3389/fimmu.2020.623693

**Published:** 2021-02-16

**Authors:** Lei Wu, Chao Rong, Qing Zhou, Xin Zhao, Xue-Mei Zhuansun, Shan Wan, Mao-Min Sun, Shou-Li Wang

**Keywords:** bone marrow mesenchymal stem cells, renal fibrosis, microRNA, TGF-β1, renal tubular epithelial cells

## Abstract

Mesenchymal stem cells (MSCs) have regenerative properties in acute kidney injury (AKI). However, the potential function of MSCs in chronic kidney disease remains elusive. Renal fibrosis is the common endpoint of chronic progressive kidney diseases and causes a considerable health burden worldwide. In this study, the protective effects of bone marrow mesenchymal stem cells (BM-MSCs) were assessed in repeated administration of low-dose cisplatin-induced renal fibrosis mouse model *in vivo* as well as a TGF-β1-induced fibrotic model *in vitro*. Differentially expressed miRNAs in mouse renal tubular epithelial cells (mRTECs) regulated by BM-MSCs were screened by high-throughput sequencing. We found microRNA (miR)-146a-5p was the most significant up-regulated miRNA in mRTECs. In addition, the gene Tfdp2 was identified as one target gene of miR-146a-5p by bioinformatics analysis. The expression of Tfdp2 in the treatment of BM-MSCs on cisplatin-induced renal injury was evaluated by immunohistochemistry analysis. Our results indicate that BM-MSC attenuates cisplatin-induced renal fibrosis by regulating the miR-146a-5p/Tfdp2 axis in mRTECs.

## Introduction

Renal fibrosis is characterized by the activation of massive fibroblast and deposition of the fibrotic matrix in kidney tissue, which is considered as the common endpoint of chronic kidney disease (CKD) (1, 2). Renal fibrosis mainly affects over 70-years old adults who account for over 10% of the world population (3). In 2017, the global population of CKDs was about 6.97 million, and patients with CKD in China were approximately 1.32 million. Between 1990 and 2017, the global prevalence of CKD increased by 29.3%, and the global mortality rate increased by 41.5% (4). However, the therapeutic strategies for CKD, such as kidney transplantation or dialysis, are still limited. A shortage of donor organs impedes kidney transplantation, and the cost of dialysis becomes unsustainable, especially in developing countries (5). Therefore, exploring novel and better therapeutic approaches are urgently needed.

Mesenchymal stem cells (MSCs) are multipotent cells with robust capacities of self-renewal, regeneration, proliferation, and differentiating into distinct functional cells (6, 7). MSCs can differentiate into various types of cells, such as osteoblasts, chondrocytes, or adipocytes under appropriate conditions *in vivo* or *in vitro*. Therefore, MSCs are widely used in tissue engineering, gene therapy, and immunotherapy (8, 9). The immunomodulatory and paracrine capabilities of MSCs may present the potential for therapeutic capacities in response to local environmental cues. Recent studies have reported that bone marrow MSCs (BM-MSCs) possess regenerative properties and immense plasticity to contribute to their therapeutic effects in organ injury, including acute kidney injury (AKI) and CKD (10–13). However, the mechanisms by which BM-MSCs protect renal tissues are complex, such as preventing renal tubular epithelial cell apoptosis, promoting renal tubular epithelial cell proliferation, and modulating the immune system by various cytokines and growth factors (14). MicroRNAs (miRNAs) are endogenous non-coding RNAs with a length of about 21–24 nucleotides, which regulate protein translation by combining with complementary sequences in the 3’non-coding region (3’UTR) various mRNAs (15). Recently, it has been widely accepted that miRNAs play vital roles in the progression of kidney disease (16). Specific miRNAs are associated with the initiation and development of renal fibrosis by anti- or pro-fibrogenic effects (17).

In the present study, we established a mouse model with renal fibrosis by repeated administration of low-dose cisplatin. The protective effects of BM-MSCs have been examined *in vivo* as well as in TGF-β1-treated mouse renal tubular epithelial cells (mRTECs) with an indirect co-culture environment. Next, we performed a high-throughput sequencing to identify significantly regulated miRNAs by mRTECs and probe further the underlying indirect molecular mechanism of miRNAs in the therapeutic process of BM-MSCs.

## Materials and Methods

### Ethical Considerations

Experimental protocols were approved by the Animal Ethics Committee of Soochow University and were performed following the guidelines for use and care of laboratory animals of the Experimental Animal Committee of Soochow University (Approval No : ECSU-201800099).

### Mouse Model of Renal Fibrosis

Eight-week-old male C57BL/6 mice were purchased from Zhao Yan Animals Co., Ltd. (Suzhou, China). On arrival, the mice were housed under antiviral and antibody-free micro-isolator conditions and fed a standard diet. Previous studies reported that multiple administrations of cisplatin cause renal fibrosis (18). We established and developed kidney injury and fibrosis C57BL/6 mice models using a low dose treatment of cisplatin once a week for 6 weeks. The mice were randomly divided into three groups as normal control (NC) group, cisplatin group, and cisplatin + BM-MSC group (n=6 for each group): 1) NC group: mice underwent intraperitoneal injection of 0.9% NaCl solution 10μl/g, once a week; from the 4th week underwent injection of 0.9% NaCl solution 0.4 ml through the tail vein, once per week. 2) Cisplatin group: intraperitoneal injection of 3.5mg/kg cisplatin solution according to the bodyweight of the mouse, once per week; from the 4th week, 0.9% NaCl solution 0.4 ml was injected through the tail vein once per week. 3) Cisplatin + BM-MSC group: intraperitoneal injection of 3.5mg/kg cisplatin solution according to the bodyweight of the mouse, once per week; from the 4th week, injection with normal saline containing 1.5×10^6^/ml BM-MSCs, 0.4 ml per mouse, once a week. At 6th weeks post-injection, the mice were sacrificed, the kidneys and serum from all mice were collected for further investigation.

### *In Vitro* Co-Culture Experiments

mRTECs were obtained from ScienCell Research Laboratories. BM-MSCs were gifted by Prof. Dr. Yufang Shi’s Laboratory, Soochow University. mRTECs and BM-MSCs were cultured in DMEM, low glucose medium (HyClone) with 10% FBS (Gibco), 100 units/ml penicillin, and 100 μg/ml streptomycin. All cells were maintained at 37°C in a humidified atmosphere with 5% CO_2_. mRTECs were seeded in 6-well plates at 1×10^5^/well, and TGF-β1 (10 ng/ml) was added into the medium. After 48 h of stimulation, the medium of each group was changed to a complete medium without exogenous cytokine TGF-β1. A Transwell system was selected to establish the indirect co−culture environment. BM-MSCs were added to the transwell chamber at 1×10^5^/well and indirectly co-cultured with mRTECs in a 37°C incubator for 24 h. A complete medium without BM-MSCs was added to the upper chamber for the control group.

### Histological Analysis

C57BL/6 mouse kidney tissues were sectioned and fixed in formalin. Paraffin-embedded tissues were stained with Hematoxylin and eosin (H&E), Masson trichrome, and Sirius red. Sirius red staining was performed following the Sirius Red Stain Kit (Yuanye Bio-Technology, Shanghai, China). Interstitial fibrosis areas were assessed using microscopy (Olympus) by examining five randomly selected fields (×100) of the cortex. The staining figures were evaluated independently by two pathologists and quantified by histograms.

### MiRNA High-Throughput Sequencing and Quantitative Real-Time Reverse-Transcription Polymerase Chain Reaction

High-throughput sequencing of miRNA was performed by Cloud-seq Biotechnology Co., Ltd (Shanghai, China). Isolation of miRNA from cultured cells and tissues was performed by using the Total RNA Miniprep Purification Kit (GeneMark). Grind fresh mouse kidney tissues with an electric grinder, total RNA was extracted from mRTECs, and grated kidney tissues by 1ml TRIzol and miRNA were isolated according to the manufacture’s instructions. Reverse transcription for specific miRNAs was performed using 2 μg miRNA and respective primers for reverse transcription (listed in **Supplementary Table 1**) according to the Stem-loop method. Quantitative real-time PCR was carried out using the ABsolute qPCR SYBR Green ROX Mix (Thermo Fisher Scientific) and the following cycling condition: 95°C for 10 min, 40 cycles of 95°C for 15 s, and 60°C for 60 s. StepOne Plus device (Thermo Fisher Scientific) was used for detection. The snRNA U6 was used for normalization.

### Western Blotting Analysis

The protein was extracted from fresh tissues and mRTECs by using RIPA lysate. The total protein concentration was measured using a BCA protein quantitative kit and denatured by heating. The protein samples were assessed by 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), semi-dry transferred to polyvinylidene fluoride (PVDF), and incubated with primary antibody against α-SMA (1:350, Affinity, USA) and Col1α1 (1:500, Abcam, USA) at 4°C overnight. Next, after being washed by TBST three times and incubated with a specific secondary antibody (1:3,000; Boster, China) for 2 h at room temperature. Immunoreactivity was visualized using an ECL detection system.

### Cell Transfection

Cells were transfected with 50nM miR-146a-5p mimics/inhibitors or Tfdp2 siRNA (RiboBio Co, Guangzhou, China) when the cell density reached 80–90% prior. Lipofectamine 2000 reagent (Invitrogen, No. 1070962) was used for siRNA transfection. The cells were transferred to low glucose-DMEM with 10% FBS complete medium 6 h after transfection. Cells were harvested after 24 h.

### Immunochemistry Staining

C57BL/6 mouse kidney tissues were sectioned and fixed in formalin. After the sections were dewaxed, antigen repaired, and serum sealed, Incubate membrane and Tfdp2 primary antibody (1:200, Abcam, ab235830) overnight at 4°C. PBS was used to wash the sections, and then the samples were incubated in biotinylated anti-rabbit secondary antibody (1:200, Beyotime, China).

### Statistical Analysis

All data are expressed as the mean + standard error of the mean. Multiple comparisons were performed using Student’s *t*-test and one-way ANOVA. Statistical analysis was processed by Prism 8 software (GraphPad Software, CA). Differences between mean values were considered statistically significant at P < 0.05.

## Results

### Bone Marrow Mesenchymal Stem Cells Attenuate Renal Injury and Fibrosis *In Vitro* and *In Vivo*

We established and developed kidney injury and fibrosis C57BL/6 mice models using a low dose treatment of cisplatin once a week for 6 weeks (cisplatin group). To explore the effect of BM-MSCs on renal injury and fibrosis, mice were injected with the suspension of BM-MSCs *via* the tail vein (cisplatin +BM-MSCs group) (**Figure 1A**). All mice were euthanized at 6 weeks after the first cisplatin administration. Compared to the normal control group (NC), the volume and weight of kidneys in the cisplatin group and BM-MSCs-treated group were obviously reduced, which displayed granular or nodular surface. There was no significant difference in the appearance of the kidney between cisplatin group and cisplatin +BM-MSCs group (**Figure 1B**). To characterize this phenotype in more details, histologic and molecular tests were performed. H&E staining, Masson staining (collagen fibers marked blue), and Sirius red staining (collagen fibers marked red) showed that the fibrotic areas of the cisplatin group were significantly induced as compared to NC group kidneys. After injected the suspension of BM-MSCs *via* the tail vein, the fibrotic areas were reduced as compared with the cisplatin group (**Figure 1C**, **Supplementary Figures 1A, B**). Next, the biomarkers of kidney function and injury in serum were measured. The apparent elevation of serum creatinine (SCr) and blood urea nitrogen (BUN) levels was observed in the cisplatin group. Only the BUN level was significantly decreased by the treatment of BM-MSCs (**Figures 1D, E**). Analysis of fibrotic gene markers by RT-qPCR showed that the transcript levels of α-SMA and Col1α1 were significantly elevated in the cisplatin group compared to NC kidney tissues, while injection of BM-MSCs reduced the levels of α-SMA and Col1α1 (**Figures 1F, G**). The findings were confirmed by western blot analysis in protein level (**Figure 1H**). These results demonstrated that multiple administrations of cisplatin induced renal injury and fibrosis in mice, which could be attenuated by treatment with BM-MSCs through decreasing the expression of α-SMA and Col1α1.

**Figure 1:**
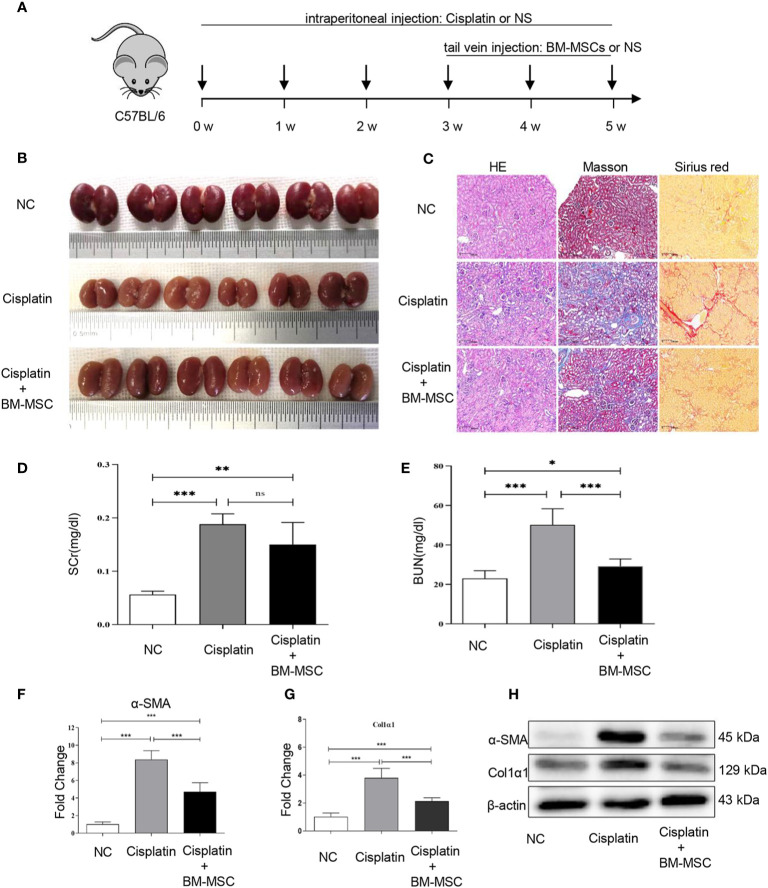
The effect of bone marrow mesenchymal stem cells (BM-MSCs) on cisplatin-induced renal injury and fibrosis *in vivo*. **(A)** The schematic diagram of mice infected with cisplatin solution intraperitoneally and suspension of BM-MSCs *via* the tail vein. **(B)** Image of the morphology of kidney in mice infected cisplatin solution intraperitoneally and suspension of BM-MSCs *via* the tail vein. **(C)** H&E, Masson, and Sirius red staining. **(D, E)** serum creatinine (SCr) and blood urea nitrogen (BUN) levels of serum in mice were determined. The relative mRNA expression levels **(F, G)** and the protein levels **(H)** of α-SMA and Col1α1 in mice kidney tissues were evaluated by real-time PCR and Western blot, respectively. Data represent the mean ± SE from three independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; NS, not significant.

To verify whether BM-MSCs had a therapeutic effect on renal fibrosis *in vitro*, we used exogenous cytokine TGF-β1 to stimulate mRTECs for 48h and to establish a fibrotic model *in vitro*. Subsequently, TGF-β1-treated mRTECs were divided into two groups: with or without BM-MSCs co-cultured treatment for 24 h. The expression of α-SMA and Col1α1 in mRTECs were detected by RT-qPCR analysis in transcript level (**Figures 2A, B**) and western blot analysis in protein level (**Figure 2C**). Our results revealed that both transcriptional and translational levels of α-SMA and Col1α1 in mRTECs were significantly reduced while co-cultured with BM-MSCs, which suggested that BM-MSCs could alleviate fibrosis in mRTECs.

**Figure 2:**
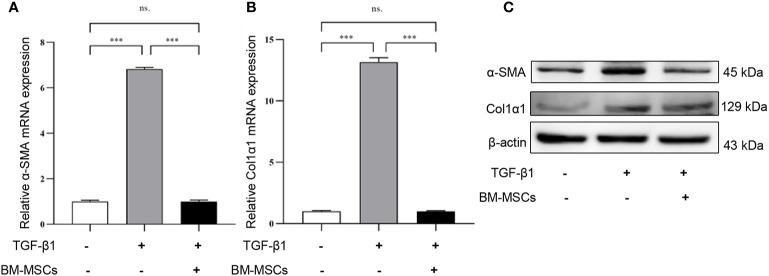
The effect of bone marrow mesenchymal stem cells (BM-MSCs) on TGF-β1-induced a fibrotic model *in vitro*. The relative mRNA expression levels **(A, B)** and the protein levels **(C)** of α-SMA and Col1α1 in mRTECs were evaluated by real-time PCR and Western blot, respectively. Data represent the mean ± SE from three independent experiments. ***P < 0.001; NS, not significant.

### Screening and Validation of Differentially Expressed miRNAs in Mouse Renal Tubular Epithelial Cells Regulated by Bone Marrow Mesenchymal Stem Cells

To screen the differentially expressed miRNAs in mRTECs regulated by BM-MSCs, we performed a miRNA high-throughput sequencing (series GSE148144) for TGF-β1-treated mRTECs with or without BM-MSCs co-culture. 

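miRNA was sequenced in 6 libraries of mouse renal tubular epithelial cells (mRTECs), 3 per group. The mRTECs had received TGF-β1 at 10 ng/ml for 48 h, a cytokine that drives epithelial cells toward a fibrotic state, and the medium was then changed to one without it. One group next shared its medium for 24 h with 100000 BM-MSCs per well held in the upper chamber of a Transwell, which keeps the cells apart by a porous membrane. The other group had medium alone in the upper chamber. The legend of Fig. 3 gives 3 independent experiments for its means, without saying whether this holds for the libraries, and the sources used here do not otherwise say whether the 3 libraries of a group came from separate cultures. The p-values therefore measure only the spread between these libraries, which may be technical. The authors deposited the miRNAs they had selected, in an up-regulated list of 23 entries and a down-regulated list of 36 entries. These 59 entries hold 55 distinct mature sequences, 22 in the up-regulated and 33 in the down-regulated list. The values are normalized tag counts that the authors rounded to whole numbers, and the method of normalization is not given in the sources used here. The values of the other miRNAs were not analysed here, so the depth of each library is unknown and the sums of the listed values, 388 to 473 per library, are not library sizes. In 46 of the 55 sequences the higher group mean was below 10. A blank cell, which stands for no tag, was read as 0, as in the authors' own means. Of the 354 cells, 96 were blank and 5 were written as 0. Below, "listed at 0" covers both kinds.
The sample labels and the deposited tables name the 2 sets of libraries in opposite ways. In all 59 entries the mean that the tables give for MRTEC+MSC equals, within 1e-08, the mean plus 1 of the 3 libraries labelled as control, and the mean for MRTEC+TGF-beta equals that of the 3 libraries labelled as co-cultured with BM-MSCs. Directions are therefore given by label, as "labelled control" and "labelled co-cultured". A miRNA of the up-regulated list is higher in the libraries labelled control. In Fig. 3B RT-qPCR runs as in the tables for 4 of the 5 miRNAs shown, which does not settle the question.
For each sequence, log2(value + 1) was compared between the 2 groups by limma's moderated test with a mean-variance trend, two-sided, with Benjamini-Hochberg adjustment over the 55 sequences. Every listed entry had an absolute fold of at least 2 in the authors' deposited tables and a p of at most 0.0405 there. The lists were thus chosen on these same libraries, and the tests describe how far the groups stand apart without being independent evidence of a difference. The adjustment here covers only the selected sequences. The authors' FDR, adjusted over at least 968 miRNAs, is under 0.05 for 10 sequences of each list. Among miRNAs named below it is under 0.05 for several, such as miR-210-3p (0.0412), but not for miR-210-5p (0.119), miR-21a-3p (0.153) or miR-199a-5p (0.257). Nor is it for miR-10b-3p (0.238), miR-128-1-5p (0.171), miR-128-3p (0.128), miR-467c-5p (0.117), miR-188-5p (0.0741) or miR-381-3p (0.0508). Of the sequences named only by their place, those on chromosome 1 (0.128) and chromosome 19 (0.171) are over 0.05 as well.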

The heatmap of all the different expressed miRNAs was shown in **Figure 3A**. 

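Of the 22 sequences of the up-regulated list, 22 were higher in the libraries labelled control at an adjusted p under 0.05 from limma, and of the 33 sequences of the down-regulated list, 31 were higher in the libraries labelled co-cultured. The other two, miR-503-5p (adjusted p = 0.0501) and miR-27b-5p (adjusted p = 0.0716), did not pass and are named for that reason. Both arms of the miR-210 hairpin, which is induced by hypoxia, were higher in the libraries labelled control. Among miRNAs that TGF-β raises in fibrosis, 2 were listed and they went opposite ways. miR-21a-3p, from a hairpin inside the Vmp1 gene, had 17.7 ± 4.04 normalized tags (SD, n = 3) in the libraries labelled control and 7.33 ± 0.577 (SD, n = 3) in those labelled co-cultured, a log2 difference of 1.14 (SE 0.178, adjusted p = 0.0028 from limma). miR-199a-5p, from hairpins that include one inside Dnm3os, had 2 ± 1 (SD, n = 3) and 6.67 ± 2.52 (SD, n = 3), with an adjusted p = 0.0215 from limma. Its call ended without co-cultured replicate 1 (adjusted p = 0.0662) or 3 (adjusted p = 0.0657) and without control replicate 2 (adjusted p = 0.0563) or 3 (adjusted p = 0.0561). Of the mesenchymal stromal miRNAs, the type of cell added in the co-culture, 3 were listed and 3 were higher in the libraries labelled co-cultured. So were 30 of the 52 other listed miRNAs. The 3 include miR-199a-5p, counted above under fibrosis as well. In all the groups either arm of a hairpin counted as a member. The most abundant was miR-221-5p, with 99 ± 6.56 normalized tags (SD, n = 3) against 47.7 ± 7.57 (SD, n = 3) in those labelled control (adjusted p = 0.00187 from limma), and the third was miR-381-3p of the imprinted Dlk1-Dio3 cluster, whose call (adjusted p = 0.0112 from limma) ended with a pseudocount of 0.1 (adjusted p = 0.0684) and in an unequal-variance test (adjusted p = 0.0638). The only listed tubular epithelium miRNA was miR-10b-3p, higher in the libraries labelled control, with 2 ± 1 (SD, n = 3) and listed at 0 in the others. Of NF-kB or innate-immune responsive miRNAs, miR-146a-5p was higher in the libraries labelled control and miR-132-5p, listed at 1 in each library labelled co-cultured and at 0 in the rest, in those labelled co-cultured. From the Sfmbt2 cluster miR-467c-5p was higher in the libraries labelled co-cultured. So was a sequence that the tables name only by its place on chromosome 2, at 1 in each of them and at 0 in the rest, which matches Mir669c inside Sfmbt2 and was singled out after its values were seen, since the groups were matched by name. No antifibrotic, blood cell or cell cycle miRNA of the groups fixed beforehand was listed. Adjusted over the list alone, each group kept the same number of calls. This was fixed in advance, since every listed member already had a p under 0.05 from limma.
In all 55 sequences the 3 libraries of one group lay above the 3 of the other, an arrangement that chance gives to 10% of miRNAs and that the authors' selection favours. In the self-test on simulated values with the listed means, 0.125% of 800 unchanged miRNAs passed the threshold, and 58% of 50 miRNAs changed 16-fold did. The simulated miRNAs had Poisson spread and were not selected, whereas the listed sequences were selected on fold and p. These shares therefore check the procedure and do not give the error rate or power of the calls above.

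**Figure D1:**
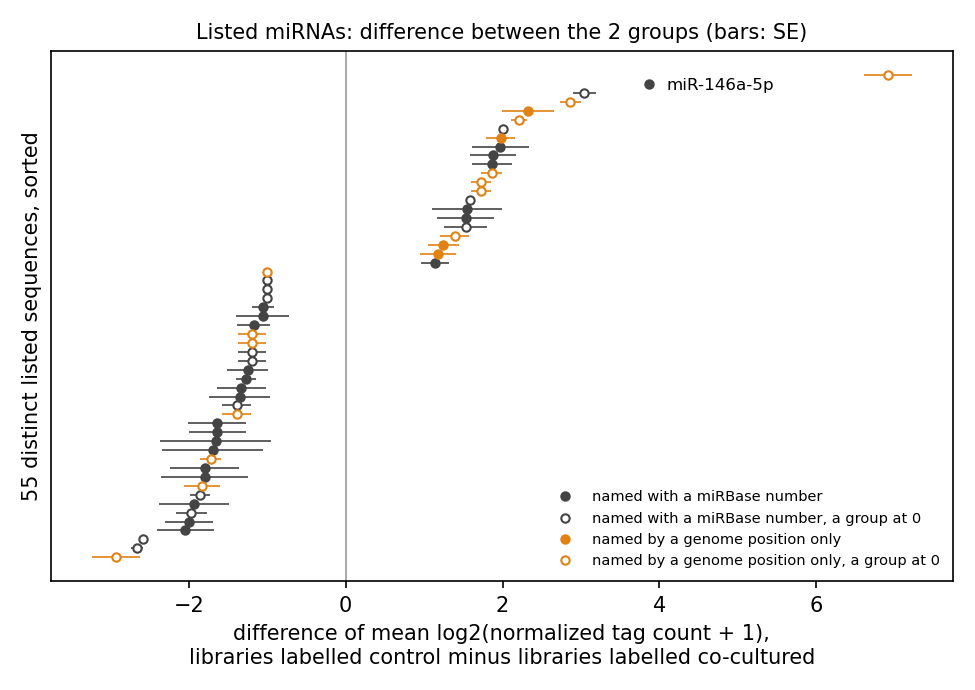
Difference between the groups in mean log2(normalized tag count + 1) for the 55 distinct listed sequences (libraries labelled control minus libraries labelled co-cultured; bars, SE from limma; n = 3 libraries per group; black, sequences with a miRBase number; orange, sequences named by a genome position only; open points, a group listed at 0). The 22 sequences on the right belong to the up-regulated list and the 33 on the left to the down-regulated list; miR-146a-5p lies at 3.87.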

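miR-210-3p, miR-210-5p, let-7i-3p and miR-12194-3p, all in the authors' up-regulated list, were higher in the libraries labelled control. miR-210-3p and miR-210-5p are the arms of a single hairpin, Mir210, on the minus strand of chromosome 7 of GRCm38 from 141221384 to 141221493, in no other annotated gene. miR-210-3p had 19.3 ± 2.89 normalized tags (SD, n = 3) in the libraries labelled control and 4.67 ± 1.53 (SD, n = 3) in those labelled co-cultured, a log2 difference of 1.87 on the log2(value + 1) scale (SE 0.255, adjusted p = 0.00205 from limma). miR-210-5p had 5.33 ± 1.53 (SD, n = 3) and 0.667 ± 0.577 (SD, n = 3), a log2 difference of 1.97 (SE 0.363, adjusted p = 0.00499). let-7i-3p, the less abundant arm of the let-7i hairpin on chromosome 10 from 122985640 to 122985724, within D630033A02Rik, was listed at 3 in each library labelled control and at 0 in each library labelled co-cultured. miR-12194-3p had 7.33 ± 1.53 (SD, n = 3) and was listed at 0 in each library labelled co-cultured. Its sequence, UCUGUGGGUCUGUUUGUCCGUC, has no exact match in the GENCODE M21 transcripts. In the authors' deposited tables the folds are 8.33 for miR-12194-3p, 4 for let-7i-3p, 3.8 for miR-210-5p and 3.59 for miR-210-3p. Together with miR-146a-5p these are the 5 largest folds among the miRNAs of the up-regulated list that carry a miRBase number. None of the 5 is among the 5 smallest p over both lists in limma; the best rank of the 5 is that of let-7i-3p, 6 of 55, and the last is that of miR-210-5p, 41 of 55. In a check chosen after seeing the data, each written value was redrawn at random among the numbers that round to it. In the median draw, 2 of the 5 were among the 5 smallest p.

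**Figure D2:**
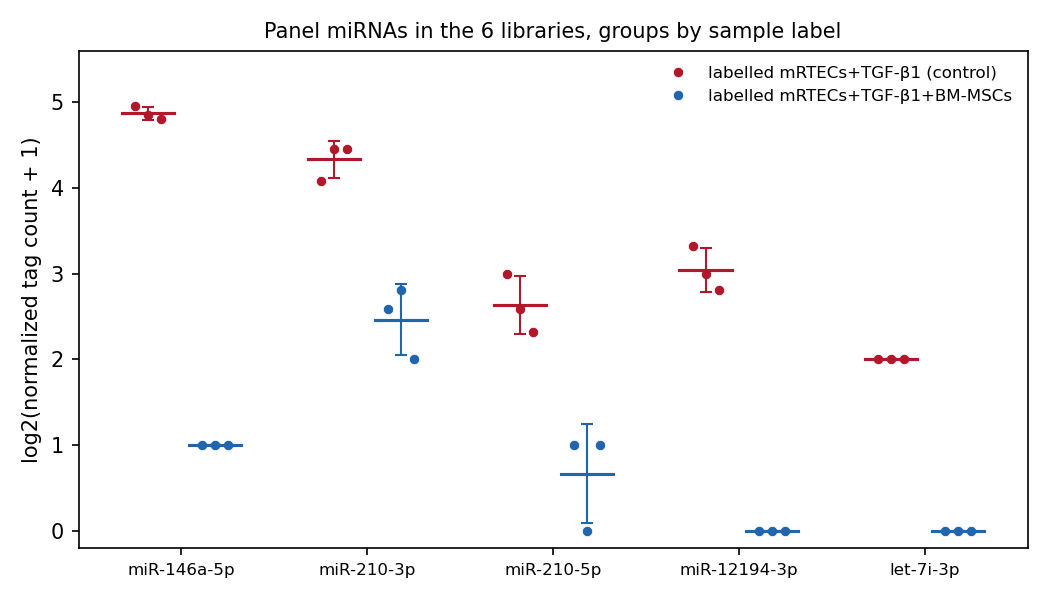
Normalized tag counts of the 5 panel miRNAs in the 6 libraries on a log2(value + 1) axis, by sample label (points, libraries; lines, means; bars, SD; n = 3 per group). Every library labelled control lies above every library labelled co-cultured for the 5 miRNAs, with miR-12194-3p and let-7i-3p listed at 0 in the latter.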

We discovered a panel of miRNAs (miR-146a-5p, miR-12194-3p, miR-210-3p, miR-210-5p, let-7i-3p) with the top-five most significant changes in two groups, which were verified by RT-qPCR analysis and revealed that miR-146a-5p was the most significant up-regulated miRNA (**Figure 3B**). According to these results, we confirmed that BM-MSCs exert the anti-fibrosis function by regulating miR-146a-5p expression in mRTECs.

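On the log2(value + 1) scale, miR-146a-5p, a miRNA that NF-kB induces and that dampens innate immune signalling, had the largest difference among the listed miRNAs with a miRBase number. With a pseudocount of 0.1 in place of 1, miRNAs listed at 0 in a group, such as miR-12194-3p, exceeded it, and by difference of means miR-128-3p and miR-221-5p did. Its normalized tag count was 28.3 ± 1.53 (SD, n = 3) in the libraries labelled control (30, 28 and 27) and 1 in each of the 3 libraries labelled co-cultured. This is a log2 difference of 3.87 (SE 0.0526, adjusted p = 2.09e-07 from limma), higher in 3 of 3 libraries labelled control. The exact permutation test gave p = 0.10, the smallest p that 3 libraries against 3 allow. In the authors' deposited table, whose group names run against the labels, miR-146a-5p has a fold of 14.7 in favour of MRTEC+MSC (FDR 0.000782). The miRNA is encoded by Mir146, on the minus strand of chromosome 11 of GRCm38 from 43374397 to 43374461 and inside no other annotated gene, and the mature sequence UGAGAACUGAAUUCCAUGGGUU lies at 43374435 to 43374456. By p it ranked 3 of the 22 sequences of the up-regulated list, after let-7i-3p and miR-7661-3p, the latter named after its values were seen, whose values are the same in every library of a group, and it ranked 5 without control replicate 1 and 7 without control replicate 3. A value of 1 stands for any value that rounds to 1, so the spread of the libraries labelled co-cultured is not known. In a check chosen after seeing the data, each written value was redrawn at random, in 100 draws, among the numbers that round to it. The median adjusted p was then 7.38e-06 from limma and the rank ran from 1 to 8. From the sequencing and the RT-qPCR, the paper reasons that BM-MSCs act on fibrosis in mRTECs through the level of miR-146a-5p. It also draws on transfection of TGF-β1-treated mRTECs, in which a mimic of miR-146a-5p lowered α-SMA and Col1α1 and an inhibitor raised them.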

**Figure 3:**
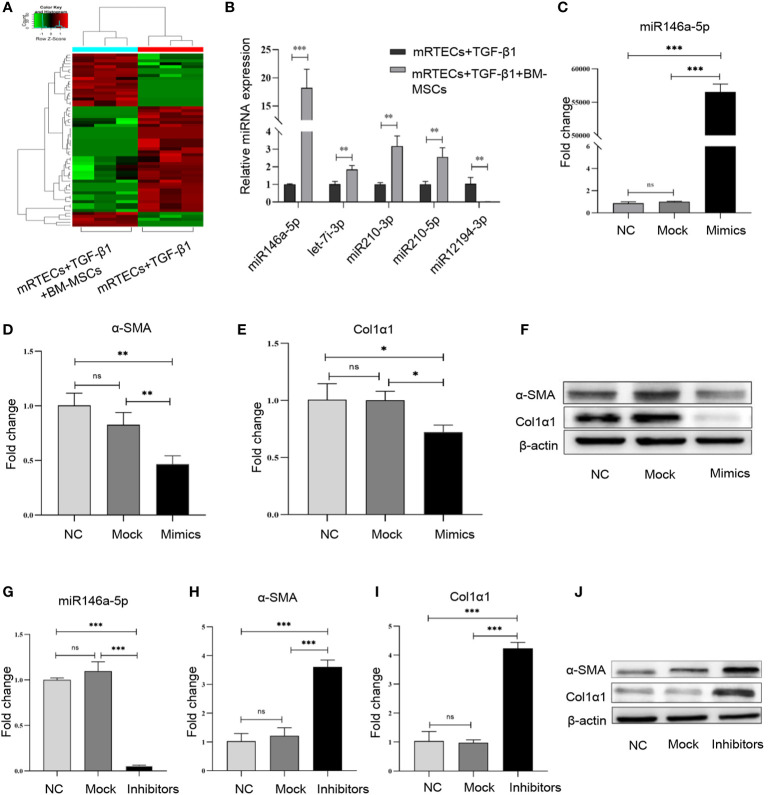
miR-146a-5p was significantly up-regulated by bone marrow mesenchymal stem cells (BM-MSCs) in mouse renal tubular epithelial cells (mRTECs). **(A)** Heatmap of differential microRNA (miRNA) expression in TGF-β1-treated mRTECs with or without BM-MSCs. Gene expression data were obtained with miRNA sequence and the most obvious values are shown. Red indicates up-regulation, while green means down-regulation. **(B)** Top-five most significant changed miRNAs were verified by real-time PCR. **(C)** TGF-β1-treated mRTECs were transfected with miR-146a-5p mimics. The levels of miR-146a-5p were determined by real-time PCR. The relative mRNA expression levels **(D, E)** and the protein levels **(F)** of α-SMA and Col1α1 in mRTECs transfected with miR-146a-5p mimics were evaluated by real-time PCR and Western blot, respectively. **(G)** TGF-β1-treated mRTECs were transfected with miR-146a-5p inhibitor. The levels of miR-146a-5p were determined by real-time PCR. The relative mRNA expression levels **(H, I)** and the protein levels **(J)** of α-SMA and Col1α1 in mRTECs transfected with miR-146a-5p inhibitor were evaluated by real-time PCR and Western blot, respectively. Data represent the mean ± SE from three independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; NS, not significant.

To investigate the function of miR-146a-5p regulated by BM-MSCs in the progression of renal fibrosis *in vitro*, we transiently transfected miR-146a-5p mimics into TGF-β1-treated mRTECs to significantly up-regulate the expression of miR-146a-5p (**Figure 3C**). In line with the previous results, both transcriptional and translational levels of α-SMA and Col1α1 in mRTECs were significantly reduced by the miR-146a-5p mimics treatment (**Figures 3D–F**). Next, we transiently transfected miR-146a-5p inhibitors into TGF-β1-treated mRTECs to down-regulate miR-146a-5p expression (**Figure 3G**). The RT-qPCR analysis and western blot analysis showed that loss of miR-146a-5p significantly increased the expression of α-SMA and Col1α1 in mRTECs (**Figures 3H–J**). In summary, gain- or loss-function of miR-146a-5p studies by mimic and inhibitor revealed that BM-MSCs might exert its anti-fibrosis effect by increasing the expression of miR-146a-5p in mRTECs.

### Prediction and Verification of miR-146a-5p Target Genes in Mouse Renal Tubular Epithelial Cells

We predicted the potential target genes of miR-146a-5p using multiple software programs (TargetScan, miRanda, miRDB, and DIANA-microT). Totally, 59 candidate genes were identified (**Figure 4A**). 

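Tfdp2, Smad4, Traf6, Rbl1 and Rarb, which the paper takes as candidate targets, each have sites for the miR-146a-5p seed in the longest 3′ UTR that GENCODE M21 annotates for the gene. A seed site of 7 bases is complementary to bases 2 to 8 of the miRNA, or to bases 2 to 7 with an A opposite base 1, and an 8mer has both. The programs that the paper used to predict targets weigh seed matches, so sites in these genes follow largely from how they were chosen. The search covered the sequence only, measured no binding and was not set against other genes. Tfdp2 encodes a partner of E2F factors in the cell cycle and lies on the plus strand of chromosome 9 of GRCm38 from 96196275 to 96323646. Its 3′ UTR of 5675 bases holds 4 sites of 7 or 8 bases, of which 1 is an 8mer, AGTTCTCA, at 96321419 to 96321426. The sequence around that site is CTAGCAAGCCCATGAAGTTCTCAGTGAG. Traf6, an adaptor of Toll-like and interleukin-1 receptors on chromosome 2, has 4 sites in a 3′ UTR of 4170 bases, and all 4 are 8mers; the outermost lie at 101697959 to 101697966 and at 101701359 to 101701366. Smad4, the common mediator of TGF-β signalling, has 1 8mer in 1249 bases, on chromosome 18 at 73639895 to 73639902. Rbl1, a retinoblastoma-like protein of the cell cycle, has 1 8mer on chromosome 2 at 157146872 to 157146879 in a 3′ UTR of 1613 bases. Rarb, a retinoic acid receptor, has 1 8mer on chromosome 14 at 16431014 to 16431021 in 1232 bases.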

Next, gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis were performed to evaluate mRNA enrichments in terms of biological process, cellular component, and molecular function. The top 10 enriched GO terms were involved in the regulation of cellular and metabolic processes (**Figure 4B**). KEGG analysis revealed two pathways, including the cell cycle and the pathways in cancer (**Figure 4C**), which are associated with cell activation and cell proliferation. Our results suggested that the differentially expressed miRNAs might be involved in the progression of renal fibrosis.

**Figure 4:**
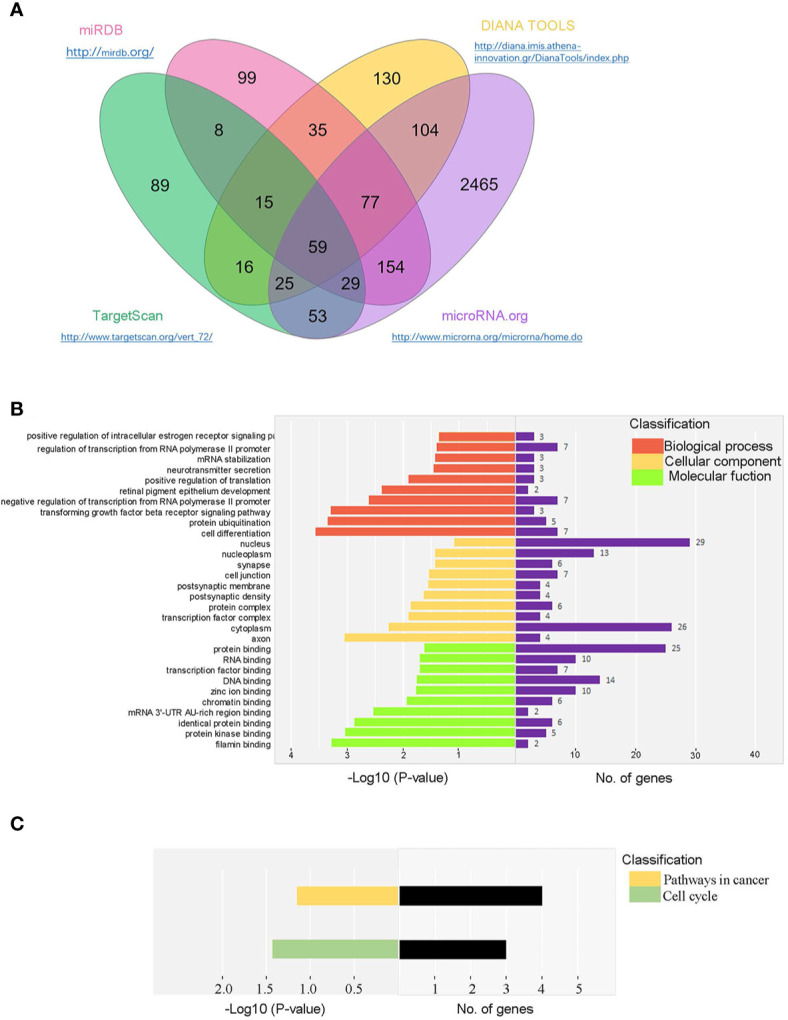
Bioinformatic prediction of miR-146a-5p target genes in mRTECs. **(A)** Venn diagram of identified miR-146a-5p target genes using multiple software programs (TargetScan, miRanda, miRDB, and DIANA-microT). Gene ontology (GO) analysis **(B)** and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis **(C)** of candidate genes in terms of biological process, cellular component, and molecular function.

Next, six candidate target genes of miR-146a-5p were selected from the KEGG pathway analysis. Expression of one candidate gene Tfdp2 was increased by exogenous cytokine TGF-β1 stimulation and decreased after co-cultured with BM-MSCs in mRTECs (**Figure 5A**). Whereas the expression of the other five candidate target genes (Smad4, Traf6, Rbl1, Ar, Rarb) revealed no statistical significance (**Supplementary Figures 1A–E**). The experimental data confirmed Tfdp2 gene as a candidate target gene of miR-146a-5p. To explore the direct relationship between Tfdp2 and miR-146a-5p, the expression of Tfdp2 mRNA and protein in mRTECs transfected by miR-146a-5p mimics was detected by RT-qPCR and western blot analysis. Our data showed that both mRNA and protein levels of Tfdp2 were decreased significantly compared with control (**Figures 5B, C**). Moreover, the mRNA level of Tfdp2 was gradually decreased depending on the miR-146a-5p mimic transfection concentration (**Figure 5D**). In summary, our experimental data indicate that Tfdp2 is the target gene of miR-146a-5p.

**Figure 5:**
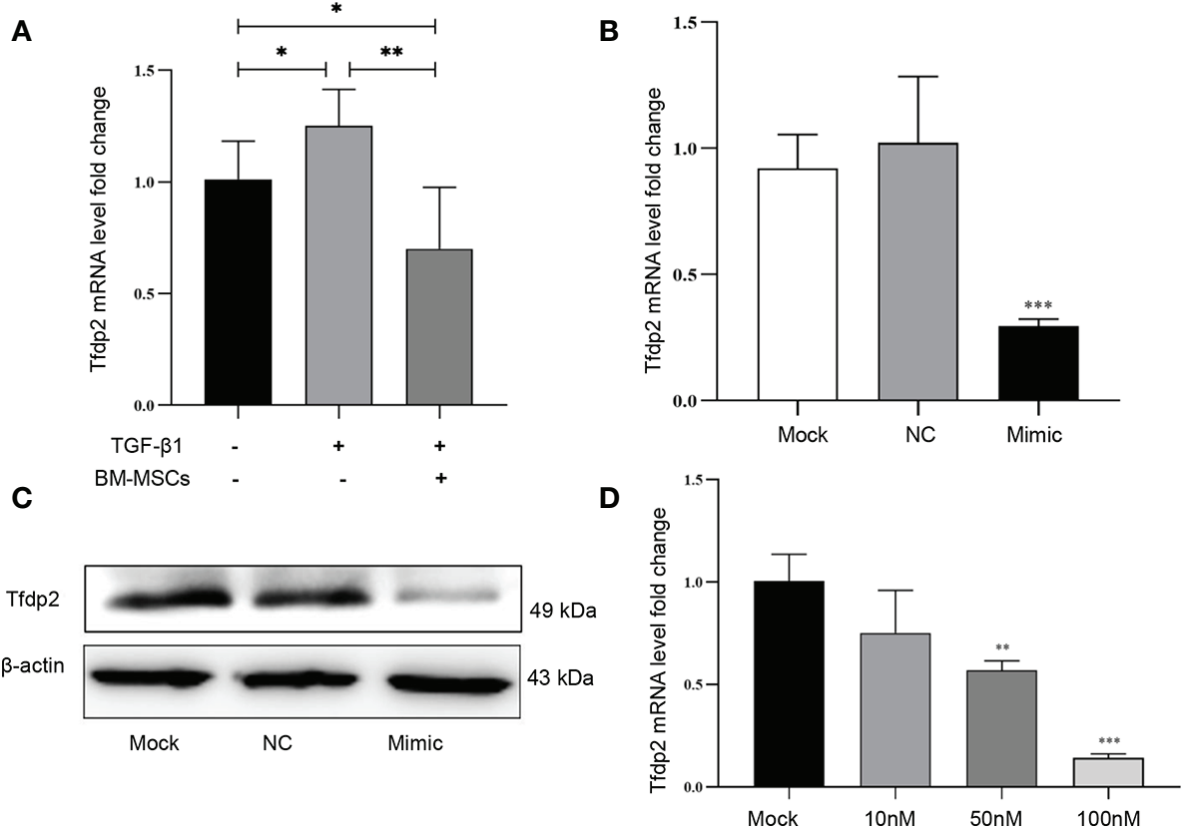
Verification of one candidate gene Tfdp2 in mouse renal tubular epithelial cells (mRTECs). **(A)** The levels of Tfdp2 were determined by real-time PCR in TGF-β1-treated mRTECs with or without bone marrow mesenchymal stem cells (BM-MSCs). The relative mRNA expression levels **(B)** and the protein levels **(C)** of Tfdp2 in mRTECs transfected by miR-146a-5p mimics were evaluated by real-time PCR and Western blot, respectively. **(D)** The transcript levels of Tfdp2 in mRTECs transfected by miR-146a-5p mimics with different concentrations. Data represent the mean ± SE from three independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001.

### Expression and Function of Tfdp2 in Renal Fibrosis

To evaluate the expression and function of Tfdp2 in renal fibrosis, we first transiently transfected Tfdp2 siRNA into mRTECs to down-regulate the expression of Tfdp2 in mRTECs (**Figure 6A**). Both transcriptional and translational levels of α-SMA and Col1α1 in mRTECs were significantly reduced by the knockdown of Tfdp2 (**Figures 6B–D**). These results suggested that inhibition of Tfdp2 expression can reduce the expression of fibrosis-related proteins. IHC analysis showed that a weak staining of Tfdp2 was predominantly localized to the cytoplasm in the normal tubulointerstitial compartment which was utilized as a reference. Stronger staining of Tfdp2 in renal tubular epithelial cells was observed in the renal tissues of the cisplatin group as compared with the control group, whereas the expression of Tfdp2 was obviously reduced in cisplatin + BM-MSCs group as compared to the cisplatin group. Taken together, these experimental data indicated that Tfdp2 exerts a significant function in the treatment of BM-MSCs on cisplatin -induced renal injury and fibrosis.

**Figure 6:**
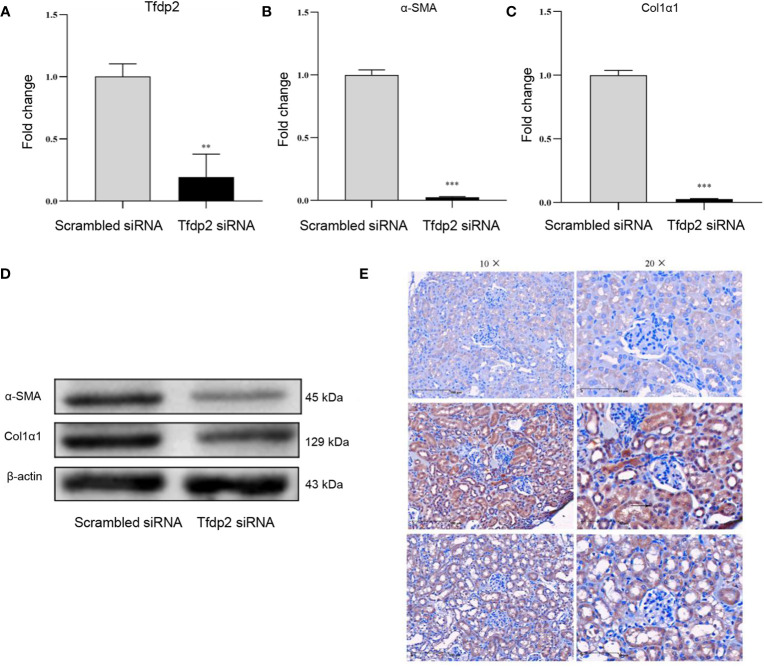
Overexpression of Tfdp2 in cisplatin-induced renal fibrosis. **(A)** The transcript levels of Tfdp2 in mouse renal tubular epithelial cells (mRTECs) was down-regulated by siRNA. The relative mRNA expression levels **(B, C)** and the protein levels **(D)** of α-SMA and Col1α1 after knockdown of Tfdp2 were by real-time PCR and Western blot, respectively. **(E)** Representative images of Tfdp2 immunohistochemical staining in cisplatin (CP)-induced mice kidney with or without bone marrow mesenchymal stem cells (BM-MSCs) treatment. Data represent the mean ± SE from three independent experiments. **P < 0.01; ***P < 0.001.

## Discussion

MSCs-based therapeutic approaches have been successfully applied to attenuate organ injury, including the kidney. Kidney fibrosis is a common endpoint outcome of CKD, which has a poor clinical outcome (19, 20). BM-MSCs are extracted from bone marrow and are defined as multipotent cells due to the robust capacities of differentiating into distinct functional cells. Most data reveal that BM-MSCs repair renal injury processes by the means of indirect secreted biomaterial, including the extracellular vesicles and multiple miRNA particles (21). In the present study, we established a model of cisplatin-induced renal fibrosis in C57BL/6 mice and found that BM-MSCs have an anti-renal fibrosis effect and renoprotection *in vivo*. Moreover, we showed that BM-MSCs significantly reduced the levels of α-SMA and Col1α1 in mRTECs treated by TGF-β1 in an indirect co-culture environment. Mechanically, we have identified miR-146a-5p as the most significant up-regulated miRNA in mRTECs regulated by BM-MSCs and plays a significant role in renal fibrosis in a co-culture experimental model. The results also found the gene Tfdp2 is one target gene of miR-146a-5p and exerts a vital role in the treatment of BM-MSCs on cisplatin-induced renal injury and fibrosis. Our study indicates that BM-MSC attenuates cisplatin-induced renal fibrosis by regulating miR-146a-5p/Tfdp2 axis in mRTECs.

Renal tubulointerstitial fibrosis is generally characterized by an excessive accumulation of extracellular matrix (ECM) factors (predominantly collagen type I) that prevent the regeneration of kidney tissue (22, 23). The severity of fibrosis notably correlates with the degree of kidney dysfunction and the renal failure outcome (24). TGF-β is well accepted as a critical regulator in renal fibrosis. Growing evidence indicates that exogenous cytokine, such as TGF-β1, can induce renal tubular epithelial cells to undergo phenotypic transformation into matrix-producing myofibroblasts (25, 26). Our study successfully established a mouse model to investigate the multiple low-dose cisplatin-induced renal fibrosis, which could be determined by increased levels of α-SMA and Col1α1 in mRTECs. In line with previous studies (11), we found BM-MSCs alleviate the severity of kidney dysfunction and fibrosis. Asanuma et al. (27). found arterially delivered MSCs protect against obstruction induced epithelial-mesenchymal transition (EMT) and chronic renal fibrosis involving alterations in TNF-α production. MSCs-based therapy was also reported to attenuate renal fibrosis through immune response modulation (28). However, the specific mechanisms of MSCs renoprotection remain poorly elucidative.

As a post-transcriptional regulator, miRNAs play an important role in the development, physiology, and maintenance of kidney microstructure. Dysregulation of miRNAs disrupts early kidney development, differentiation of kidney progenitor cells, and mature nephrons’ maintenance (29). Recent studies indicate that dysregulation of miRNAs is associated with the initiation and development of renal fibrosis in patients with diabetic nephropathy (DN) as well as in mouse models of DN (30, 31). Based on the function of BM-MSCs and miRNAs in renal fibrosis, we performed a high-throughput sequencing to identify the most significant regulated miRNAs by BM-MSCs in a co-culture experimental model. MiR-146a-5p was found as the most significant up-regulated miRNA, which was also verified by RT-PCR. Subsequently, we explored the function of miR-146a-5p in renal fibrosis *in vitro*. The gain- and loss-function of miR-146a-5p studies by mimic and inhibitor showed that the expression of α-SMA, Col1α1 mRNA, and protein were significantly altered in mRTECs. Therefore, our results indicate that BM-MSCs could inhibit the progression of renal fibrosis by regulating the expression of miR-146a-5p in mRTECs. Interestingly, a previous study has reported that miR-146a-5p acts as a negative regulator of TGF-β signaling in skeletal muscle after acute contusion, which indicates that miR-146 might have a therapeutic potential to alleviate skeletal muscle fibrosis (32). In addition, miR-146a-5p was found to inhibit the activation and proliferation of hepatic stellate cells (HSCs) in the progress of non-alcoholic fibrosing steatohepatitis (33). Therefore, miR-146a-5p exerts a critical function in the renoprotection of BM-MSCs.

Six candidate genes from the KEGG pathway analyses were confirmed by RT-qPCR. We found the transcription factor DP2 (Tfdp2) gene was increased in mRTECs stimulated by exogenous cytokine TGF-β1 and reduced after co-cultured with BM-MSCs. Consistent with miR-146a-5p targeting mRNA of Tfdp2, expression of Tfdp2 in mRTECs was significantly altered by the mimic and inhibitor of miR-146a-5p. To further investigate the function of Tfdp2 in renal fibrosis, Tfdp2 expression was knockdown by siRNA transfection. Both transcriptional and translational levels of α-SMA and Col1α1 in mRTECs were significantly reduced by the knockdown of Tfdp2. In addition, the relevance of Tfdp2 in renal fibrosis was confirmed in cisplatin-treated mouse kidney tissues by the IHC staining. Tfdp2 is a significant cofactor for the cell cycle control and gene expression, which combines with E2F family members to drive the function of c-Myc gene (34). The whole-genome analysis report for chronic kidney disease shows that Tfdp2 is related to renal function and CKD (35, 36). In the present study, we provided the first experimental evidence that BM-MSCs attenuate cisplatin-induced renal injury and fibrosis by the regulation of miR-146a-5p and the targeting gene Tfdp2, indicating that BM-MSCs may be a promising approach for developing novel therapeutics to treat renal fibrosis.

Nevertheless, our findings are only confirmed in the mouse model. The value and significance of BM-MSCs for the clinical treatment of renal fibrosis require more preclinical data support. In addition, the contribution of miR-146a-5p/Tfdp2 axis in renal fibrosis is worth further investigating and verifying in human kidney tissues.

## Conclusion

In conclusion, our findings demonstrate that BM-MSCs ameliorate renal injury and fibrosis *in vivo* and *in vitro*. Our study provides the first evidence that the protection of BM-MSCs on renal fibrosis *via* miR-146a-5p/Tfdp2 axis in renal tubular epithelial cells. These results offer novel mechanistic insights into the renoprotection of BM-MSCs, which highlights the promising clinical studies on MSCs-based therapy for kidney diseases in the near future. Additionally, the function of miR-146a-5p/Tfdp2 axis in renal fibrosis should be further investigated in preclinical and clinical studies, which might be a potential therapeutic target for renal fibrosis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE148144.

## Ethics Statement

The animal study was reviewed and approved by Experimental Animal Committee of Soochow University (Approval No: ECSU-201800099).

## Author Contributions

S-LW and M-MS conceived and guided the study. LW, QZ, XZ, and X-MZ performed the experiments. LW, CR, and SW analyzed and interpreted the data. LW and CR contributed to the writing and data presentation of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the grants from the National Key R&D Program of China (No. 2018YFA0107500), Natural Science Foundation of Jiangsu Province (No. BK20200878), and the Priority Academic Program Development of Jiangsu Higher Education Institutions (PAPD).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Bone Marrow Mesenchymal Stem Cells Ameliorate Cisplatin-Induced Renal Fibrosis via miR-146a-5p/Tfdp2 Axis in Renal Tubular Epithelial Cells
**Source:** Front Immunol. 2021 Feb 16;11:623693. doi: 10.3389/fimmu.2020.623693
**Supplement:** Supplementary file 1

Supplementary Figure 1

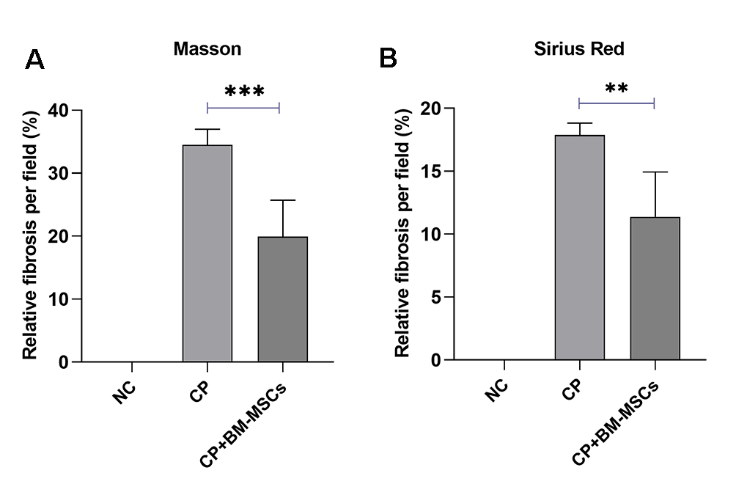

Supplementary Figure 1. Quantitative analyses of Masson (A) and Sirius red (B) staining in different groups. ***P*<0.01; ****P*<0.001.

Supplementary Figure 2

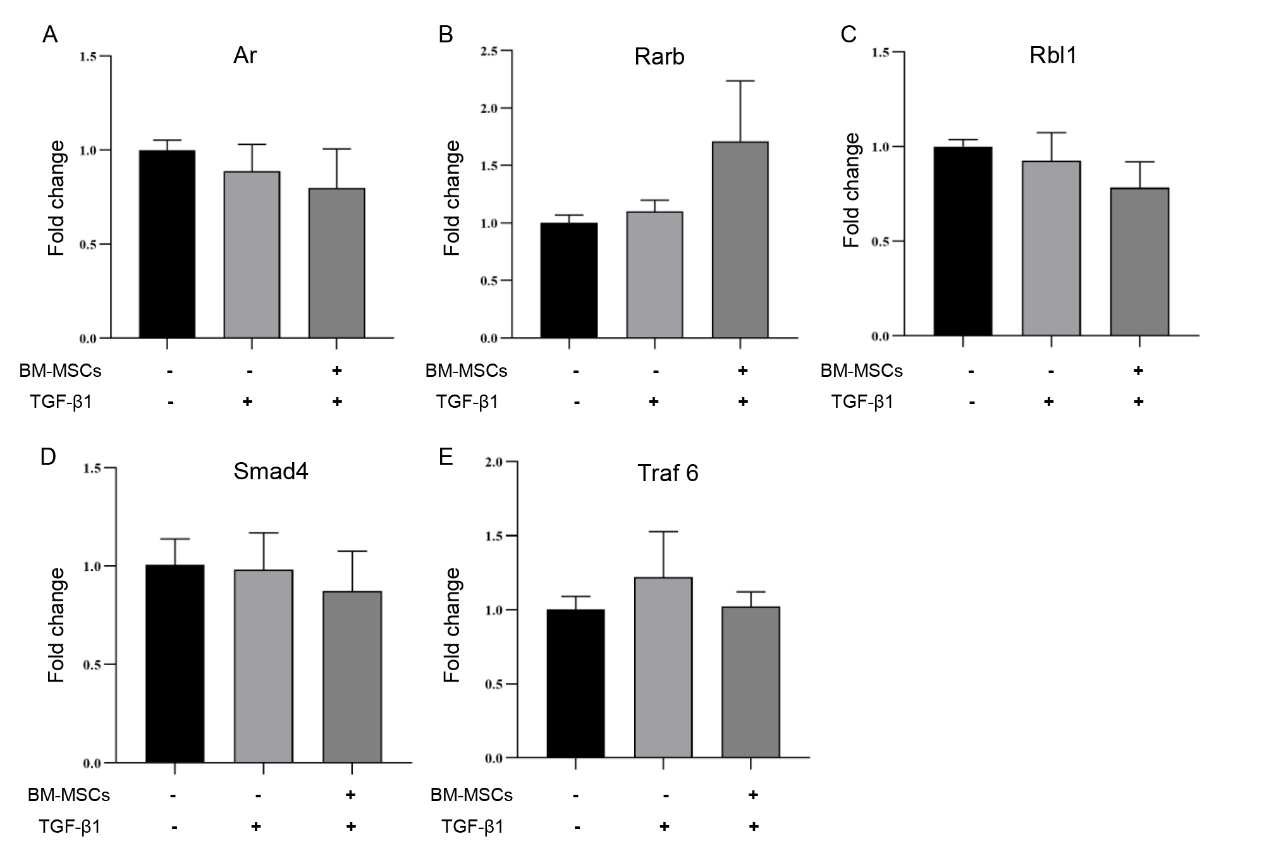

Supplementary Figure 2. The mRNA levels of candidate genes were determined by real-time PCR in TGF-β1-treated mRTECs with or without BM-MSCs.

How the deposited data were processed for this re-analysis (not part of the article)

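miRNA from TGF-β1-treated mRTECs with or without BM-MSC co-culture was sequenced in 6 libraries, 3 per group, by a commercial provider. The submitters' processing notes name Bowtie 0.12.2 and the mouse builds mm8 and mm9, without saying which step used which. The miRNA annotation, the counting program, the normalization and the filters are not given in the sources used here. The authors deposited 2 tables, of up-regulated and down-regulated miRNAs, with a normalized tag count per library rounded to whole numbers. Because the deposited values are normalized and rounded, they were treated as a score and not as raw counts, and no count model was used. The p-values and FDR values in the tables are the authors'. In all 59 entries the authors' p equals, within 1e-08, that of an equal-variance two-sample test on the rounded values, and the fold equals the ratio of the group means after adding 1. The FDR of miR-146a-5p is 121 times its p, so the authors adjusted over at least 968 miRNAs, of which only the selected ones are listed. No column of the tables was left without a sample.

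Groups were taken from the sample labels. The group means in the tables use the same libraries under the opposite names, so a direction is given as higher in the libraries labelled control or labelled co-cultured, and the tables' naming was added as an alternative after seeing the data. Entries with the same mature sequence were merged, which left 55 sequences. log2(value + 1) was compared by limma 3.58.1 in R 4.3.3 (eBayes with trend, two-sided), with Benjamini-Hochberg adjustment over the 55 sequences and a threshold of 0.05, as planned for values that are not counts. Exact permutation tests, Fisher's exact tests and sign tests were run in scipy 1.17.1. The fit was tested on 1000 simulated miRNAs with the listed means and Poisson spread, of which 200 were changed by known folds. Among simulated miRNAs with a mean of 10 or more, 25% of 8 changed 2-fold and 100% of 10 changed 4-fold passed the threshold. Over all means, 36% of 50 changed 4-fold did. The simulated miRNAs were not selected on fold or p, so these shares do not carry over to the listed calls.

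The miRNAs named in the text were chosen by a rule written before the data were examined, though after the heatmap and RT-qPCR bars of Fig. 3 had been seen. It takes the 5 miRNAs the paper names, the 10 largest folds of each authors' table, hairpins with both arms listed, and every listed member, matched by name, of 10 groups: NF-kB or innate-immune responsive, hypoxia responsive, let-7, fibrosis, antifibrotic, tubular epithelium, mesenchymal stromal, blood cell, cell cycle and the Sfmbt2 cluster. It names 30 sequences, and the few others in the text were singled out after their values were seen. Listed sequences were matched exactly to GENCODE M21 transcripts, and coordinates are those of GRCm38, not of the authors' builds. A sequence found in several hairpins, such as that of miR-128-3p, cannot be given to one of them. Seed sites of miR-146a-5p were searched in the longest annotated 3′ UTR of 5 genes that the paper takes as candidate targets; another candidate is not reported here.

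Alternatives set before the data were examined were pseudocounts of 0.1 and 5, a mean value of at least 10, no mean-variance trend, an unequal-variance test per miRNA, the replicate number as a block, each library left out in turn, equal library medians, adjustment within each list, a fold threshold, the authors' p and FDR, and other rankings. The count model planned for raw counts was not run, since the values are not counts. The depth of the libraries is unknown, so no interval that needs it is given.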

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

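The tests in this part, and the limit of 4 times, were chosen after the values were seen. The paper does not discuss 6 listed sequences for which every library of one group was at least 4 times every library of the other on the value + 1 scale. Groups of 3 are too small to look for single outlying libraries. In the libraries labelled co-cultured, miR-324-5p, encoded inside Dvl2, had a mean of 5 normalized tags, miR-877-3p, encoded inside Abcf1, had 5.33, and a sequence that the tables name only by its place on chromosome 19 had 7; all 3 were listed at 0 in the libraries labelled control. In the libraries labelled control, sequences named only by a place on chromosome 14, on chromosome 15 and on chromosome 1 had means of 3.67, 6.33 and 125.3, and were listed at 0 in the libraries labelled co-cultured. The last one, AGAGGUGUAGUUCAAUG, had 78, 129 and 169 normalized tags in the libraries labelled control, more than miR-146a-5p in each of them, and has no exact match in the GENCODE M21 transcripts.

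These last 3 sequences are among 7 of only 17 or 18 nt. All 7 are in the up-regulated list, out of 11 sequences there without a miRBase number, and none is among the 7 such sequences of the down-regulated list (Fisher's exact test, two-sided p = 0.0128). This p was computed on the same counts in which the pattern was noticed, so it only describes them and is no evidence for any explanation. The 7 sequences may be fragments of longer transcripts: 4 of the 7 match an annotated transcript only in sense, none matches only in antisense and 3 match none. Only the GENCODE M21 transcripts were searched, not the genome. A match of so short a sequence need not be its source, and a missing match does not exclude a source outside these transcripts. With 4 informative sequences an exact sign test cannot give a p under 0.125, the value found, so it decides nothing. Shorter inserts in the libraries labelled control could also give these counts, and since those libraries are also one of the conditions, the 2 cannot be told apart here. An effect of the co-culture on such fragments stays open as well and was not tested.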

How the results depend on the processing

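Alternatives named as added, and the splits, were chosen after seeing the data. miR-146a-5p kept its direction by label and stayed past the threshold under every alternative set beforehand (adjusted p = 1.45e-08 to 0.00593 from limma or, for the last, the unequal-variance test); with the groups as the authors' tables name them, an added alternative that only exchanges the names, its log2 fold change is 3.87 in place of -3.87. Against 31 higher and 22 lower with BM-MSCs by label, a mean value of at least 10 left 3 and 5 of 8 miRNAs, the unequal-variance test gave 20 and 19 (7 miRNAs without spread have no p), and the authors' FDR, which comes from another test adjusted over more miRNAs, gave 10 and 10; the tables' naming gives 22 and 31. The rank of miR-146a-5p by p in the up-regulated list, 3, became 1 with a mean of at least 10, 1 with the unequal-variance test, and 1 by fold among miRBase-numbered miRNAs (added). The mean limit and the unequal-variance test both leave out let-7i-3p and miR-7661-3p, which are ahead of it by p. Its rank of 1 there was therefore largely fixed in advance. Leaving out 1 library gave ranks of 3 to 7, with 5 and 7 without control replicates 1 and 3. By absolute log2 fold over the whole up-regulated list the rank of miR-146a-5p was 2, and by difference of means it was 2. The number of panel miRNAs among the 5 smallest p, 0, became 2 with a mean of at least 10, with equal library medians and by absolute fold. It was also 2 with the values redrawn at random within their rounding (added). It became 1 without the trend, with the unequal-variance test, by the authors' p and by difference of means. By the authors' fold among miRBase-numbered miRNAs of the up-regulated list (added) it was 5. The unequal-variance test has no p for the 7 miRNAs without spread, which lead miR-146a-5p in limma, so that test does not rank them. Apart from this and the smaller set with a mean of at least 10, the causes were not tested. The count model planned for raw counts was not run.

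Of 351 values of 29 other named miRNAs under the alternatives, 10 lost the call, 0 reversed and the rest kept direction and call; the tables' naming only changes their signs. With the replicate number as a block the counts were 30 and 22, and of the named miRNAs miR-199a-5p did not pass (adjusted p = 0.0646); libraries of the same number correlated at 0.0194, 0.244 and 0.0481 in their deviations, so the numbers are not taken as pairs. Of 10 splits of the 6 libraries, 1, the real one, gave as many calls (53, highest other 0), and 10 splits are too few for a share under 0.05. The listed sequences were selected for separating this same grouping. The lead of the real split was therefore largely fixed in advance and is no evidence of a difference.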

Differences from the paper's values

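The tables' naming of the groups and the ranking by fold among miRBase-numbered miRNAs were chosen after the values were seen. Fig. 3B reports RT-qPCR, a different assay from the sequencing, and its values were read by eye. For miR-146a-5p the paper's relative expression with BM-MSCs is about 18 in Fig. 3B, read by eye, and the sequencing ratio by sample label, co-cultured over control on the value + 1 scale, is 0.0682. For miR-210-3p it is about 3.2 in Fig. 3B against 0.273, and for miR-210-5p about 2.5 in Fig. 3B against 0.255. Under none of the alternatives set before the data were examined does the sequencing ratio come within the paper's. All of them keep the groups as labelled, whose libraries do not overlap for these miRNAs, so this was largely fixed in advance. With the groups as the authors' tables name them, chosen after seeing the values, the ratios are 14.7 for miR-146a-5p and 3.66 for miR-210-3p. These no longer differ from the paper's by over 1.5 times. The ratio for miR-210-5p is 3.91, which does. All 5 panel miRNAs stay called under this naming, since an exchange of names cannot change a p.

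The figure shows let-7i-3p higher with BM-MSCs, whereas it is listed at 3 in each library labelled control and at 0 in each library labelled co-cultured. miR-12194-3p is shown lower with BM-MSCs, and by label it is listed at 0 in each co-cultured library against a mean of 7.33 in the control libraries, while the authors' deposited table gives it a fold of 8.33 in favour of MRTEC+MSC. The paper calls its panel the most significant changes of the screen. Over both lists, by p from limma 0 of the 5 are among the 5 smallest, and by p in the authors' deposited tables let-7i-3p alone ranks among the first 5, as 1 of 7 with a p of 0. Within the up-regulated list, let-7i-3p and miR-146a-5p rank among the first 5 by either p, at 2 and 3 in limma and at 1 and 3 in the authors' deposited table. All 5 lead by the authors' fold among miRBase-numbered miRNAs of the up-regulated list, a ranking chosen after seeing the values. The paper ranks miR-146a-5p as the leading up-regulated miRNA. By p it is 3 of 22 in that list here. It is 1 under a mean value of at least 10, under the unequal-variance test, or by fold among miRBase-numbered miRNAs, the last chosen after seeing the values. The first 2 of these settings leave out let-7i-3p and miR-7661-3p, which are ahead of it by p. Its rank of 1 there was therefore largely fixed in advance. By p in limma, miR-146a-5p is 5 without control replicate 1 and 7 without control replicate 3. It is 1 to 8 over random draws of the values within their rounding, which were also chosen after seeing the values. In the 2 other rankings of the whole list set beforehand, by absolute log2 fold and by difference of means, miR-146a-5p is 2.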

Other observations

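Apart from the limma values and the unequal-variance test, the tests in this part, and the random draws within the rounding, were chosen after the values were seen. Mir188 and Mir532 are the listed hairpins of the X chromosome that lie inside Clcn5, the gene of a chloride transporter of the proximal tubule. Both gave miRNAs that were higher in the libraries labelled co-cultured. So were 33 of the 55 listed sequences, the whole of the down-regulated list. miR-532-3p, whose hairpin spans 7248402 to 7248497, had 17 ± 2.65 normalized tags (SD, n = 3) in the libraries labelled co-cultured. In the libraries labelled control it had 3.67 ± 1.53 (SD, n = 3, adjusted p = 0.00278 from limma). miR-188-5p, whose hairpin spans 7247989 to 7248056, had 6 ± 1 and 1 ± 1 (SD, n = 3) in the same order of groups. Its call (adjusted p = 0.0109 from limma) ended with a pseudocount of 0.1 (adjusted p = 0.0588) and in an unequal-variance test (adjusted p = 0.0541). Of the miRNAs encoded in Hox clusters, miR-196b-3p, inside Hoxa9, was higher in the libraries labelled co-cultured and listed at 0 in the others, and miR-10b-3p, inside Hoxd3 and Hoxd4, was the reverse. The arms of Mir128-1, on chromosome 1 from 128202361 to 128202430, went opposite ways. miR-128-3p, with the highest mean of the listed miRNAs in the libraries labelled co-cultured, had 160 ± 29.6 (SD, n = 3) in the libraries labelled co-cultured and 70.3 ± 13.5 (SD, n = 3) in those labelled control, whereas miR-128-1-5p had 0.667 ± 0.577 and 3.67 ± 1.15 (SD, n = 3). Both passed the test (adjusted p = 0.0045 and 0.0114 from limma), the latter not with a pseudocount of 0.1 (adjusted p = 0.0588). The first sequence is also that of Mir128-2, so its tags need not come from this hairpin.

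The sample labels and the deposited tables name the 2 sets of libraries in opposite ways, and the tables analysed here do not settle which is right. If the sample labels had been exchanged between the groups, miRNAs of the stromal cells in the upper chamber might be lower in the libraries labelled co-cultured. All 3 listed stromal miRNAs were higher there, as were 30 of the 52 other listed miRNAs (Fisher's exact test, two-sided p = 0.267). With 3 such miRNAs the test cannot give a p under 0.0587, so it could not have excluded or favoured the exchange at 0.05, and TGF-β1-treated epithelial cells express these miRNAs too. If the group columns had been exchanged in the deposited tables, RT-qPCR might run against them, yet it runs with them for 4 of 5 panel miRNAs, on RNA that need not be that of the libraries. Both explanations cannot be told apart with 3 stromal miRNAs and 5 panel miRNAs, and every direction in the sequencing data rests on this point.

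In limma, 7 miRNAs have a smaller p than miR-146a-5p, and they are the 7 whose values are the same in every library of each group, such as 1, 1 and 1 against 0. Rounding of the values to whole numbers is a candidate explanation. When each written value was redrawn at random among the numbers that round to it, in 100 draws, the median number of the 7 still ahead of miR-146a-5p was 1. The redrawing can only add spread to values that have none. A fall was therefore largely fixed in advance and does not show that rounding is the cause. The rank of miR-146a-5p in the up-regulated list ran from 1 to 8 over the draws, so its place among the leading miRNAs is not fixed by these values.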
